A study of Mus musculus with 8 samples.

How the data were processed

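RNA of sorted AECI and AECII of embryonic mouse lungs was measured on 8 single-colour arrays labelled with Cy5, after whole-transcriptome amplification of the RNA, per the labels. The deposited values are log2 signals that the authors had already normalized: every array held the same quantiles (median 5.01, 75th percentile 8.06), as quantile normalization between arrays gives. Limma is named in the submitters' processing notes, with no version. The background correction, the filter on spots, the detection limits, the slides, the markers of the sort and whether embryos were pooled are not given in the sources used here. Without detection limits, a low signal could not be told from background, so differences of dim genes have no stated floor. Quantile normalization forces the same distribution on each array, and so removes any change in the total amount of RNA. The number of arrays, 2 per group, sets the precision.

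The table held 62976 spots. The platform annotation gave 1 gene symbol for 43941 spots, several for 0 and none for 19035. The accession of 33704 named spots matched 1 gene of the RefSeq table of the GRCm38.p6 assembly, and 1424 symbols were updated through it; chromosomes X and Y were taken from the same table and no coordinates were used. A missing value occurred in 81 spots, of which 57 named spots were left out. For each gene the spot with the highest mean over the 8 arrays was used, which left 24568 genes, 13616 of them with 1 spot. Where 2 spots of a gene both had a mean above 8 (2302 genes), their deviations from the mean correlated with a median of 0.62, against -0.019 for random pairs of spots, so spots of a gene can differ. No filter on dim genes was applied.

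Groups were taken from the labels. The mean of each of the 4 groups was fitted to all 8 arrays with lmFit and tested with eBayes (default prior, two-sided) in limma 3.58.1 under R 4.3.3, with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05. The fit had 4 residual degrees of freedom and a prior of 2.87, and the median residual SD of a gene was 0.392 on the log2 scale. There were 5 comparisons: mutant with WT in each population, AECI with AECII in each genotype, and the difference of the mutant effects. Lists of genes (36) were tested with limma's camera, with a preset correlation of 0.01 and with an estimated one, and with fry, adjusting over the lists of a comparison. Counts of members are given over all genes and adjusted over the list alone. Tables and plots were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

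The tests, the lists, the rule for named genes and all alternatives but those named last below were fixed before the data were examined. The rule took, per mutant comparison, the 10 genes with the largest positive and the 10 with the largest negative log2 fold change among those past the threshold, with both mutant arrays on the same side of both WT arrays and with the mean of the higher group at or above the median; for other comparisons it took 5 and 5 (with no condition on arrays for the difference). Provisional gene symbols were left out. Where none passed in a direction, the 5 genes with the smallest p were taken. Up to 4 members of each list with the smallest p and a fixed set of FGF, alveolar and airway markers were added. The text names some of the genes that this rule gave, picked after their values were seen. Gm21996, Catsper1 and the genes named in the closing parts were chosen after their values were seen.

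The alternatives were quantile normalization, median centring, leaving out the lowest 25% or 50% of genes, the mean of all spots of a gene, a trended and robust prior, array weights, only the 4 arrays compared, the replicate number as a block, leaving out each array, a 2-fold limit and an adjusted p under 0.1. Alternatives chosen after seeing the data were leaving out genes on X and Y, and a fit of genotype and population as additive terms with all splits of the 8 arrays; the lists were also looked at without WT AECI replicate 1, as in the planned left-out arrays. In a fit without 1 array, the lone array of that group was assumed to vary like the other groups.

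The limma test was run on simulated data of 24568 genes with 200 changed genes, in 20 runs per comparison, with normal values around the real means and variances drawn from the fitted prior. For mutant with WT in AECII it recovered 0.1% of genes changed 2-fold, 18.5% of those changed 4-fold, 58.9% at 8-fold and 78.8% at 16-fold, and 5.1% of the calls were false. For mutant with WT in AECI the shares were 0.3%, 15.7%, 62.0% and 85.8%, and 4.4% of the calls were false. For AECI with AECII in WT they were 0.2%, 16.9%, 59.7% and 80.6%, and 5.2% were false; the mutant populations were not simulated. For the difference of the mutant effects, 0.1% of genes changed 4-fold, 2.8% at 8-fold and 18.6% at 16-fold were recovered, and 7.7% of the calls were false. Camera was run on 50 simulated sets of 24568 genes with the AECI markers shifted by 0.5 (log2) in mutant AECII. With the preset correlation it called that list in 50 and made 1 call among the 31 lists that share no gene with it, and with an estimated correlation it called the list in 1. The simulated genes were independent of each other, which favours the preset correlation.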

Results

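Gene expression was measured in alveolar epithelial cells that had been isolated from embryonic mouse lungs by fluorescence-activated cell sorting. Type I cells (AECI) are the thin cells of gas exchange, and type II cells (AECII) make surfactant. Lungs in which Fgfr2b signalling was inhibited late in embryonic development are called mutant, after the labels, and the others WT. Fgfr2b is the epithelial form of a receptor for fibroblast growth factors (FGF). Each of the 4 groups (WT AECII, mutant AECII, WT AECI and mutant AECI) held 2 arrays, described by the submitters as biological replicates. Limma's p-values use the spread within groups, pooled over the 4 groups and moderated over all genes. Those for AECII thus also depend on the AECI arrays, and the reverse. Signals are given on a log2 scale, and every array had the same median of 5.01 over its spots. The number of arrays, 2 per group, limits the precision. Replicate arrays correlated with r = 0.975 in WT AECII, 0.977 in mutant AECII, 0.962 in WT AECI and 0.969 in mutant AECI across 24568 genes, and 12.7%, 11.5%, 18.4% and 16.1% of genes differed by more than 2-fold within these pairs. Fgfr2, which encodes the receptor, had signals of 12.16 and 12.07 in the 2 WT AECII arrays, 12.40 and 12.15 in mutant AECII, 10.68 and 10.38 in WT AECI, and 10.31 and 10.17 in mutant AECI. The first principal component held 49.2% of the variance and separated AECI from AECII arrays. Each WT array correlated better with a mutant array of the same population (r = 0.964 to 0.979) than with its own replicate. Mutant AECII replicate 1 and mutant AECI replicate 2 were also closest to a WT array. The other mutant arrays were closest to their own replicate.

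The first comparison asked how the sorted populations differed without inhibition. Genes of type I cells were higher in WT AECI and genes of surfactant production were higher in WT AECII. Col4a3 and Col4a4, which encode basement membrane collagen chains, were higher in AECI by 5.74 ± 0.34 and 4.58 ± 0.26 on the log2 scale (SE, n = 2 arrays per group). Il33, an epithelial cytokine, and Hc, complement component C5, were lower in AECI by a log2 fold change of -4.77 ± 0.40 and -3.93 ± 0.32. In total 1722 genes passed limma's test (adjusted p under 0.05), 704 higher and 1018 lower in AECI, or 805 and 905 with median centring of the arrays.

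Among the genes with the largest positive differences were Wnt3a, a WNT ligand (log2 fold change 6.16, adjusted p = 0.00185), Sema6d (6.04), Spock2 (5.85), Zbtb8b (5.75) and Col4a3 (5.74). Large negative differences were found for Cfap65, a protein of cilia (-7.75, adjusted p = 0.0012), Aox3 (-6.72), the ciliated cell regulator Foxj1 (-6.48) and Vnn3 (-6.19). Of 33 measured AECI markers, 28 were higher and 1 was lower over all genes, and 31 and 1 adjusted over the list alone. Pdpn was higher by 4.38 (95% CI 3.53 to 5.23), Aqp5 by 4.61 and Hopx by 3.44, and Ager, already at 14.11 in WT AECII, was higher too. Of 28 AECII markers, 22 were lower over all genes and 25 adjusted over the list alone. Among these, the surfactant protein gene Sftpb differed by -3.13 (95% CI -4.02 to -2.24), the lipid transporter gene Abca3 by -1.90 and Lamp3 by -1.94. Sftpc stood near the top of the scale in all arrays, at 15.90 in WT AECII and 15.48 in WT AECI, so no fold change is given. The club cell gene Scgb1a1, lower in AECI (15.91 in WT AECII, 9.22 in WT AECI), and Ager (15.44 in WT AECI) also stood near the top in 1 population and are given none. The Vnn3 and Ager calls were lost without any 1 of the 4 WT arrays (limma adjusted p 0.0552 to 0.0844 and 0.0788 to 0.14), and the Abca3 and Lamp3 calls without WT AECII replicate 1 (0.054 and 0.0513) or 2 (0.0686 and 0.0717). The Ager call was also lost with only the 4 WT arrays in the fit (0.0891). With the mean of all spots of a gene the log2 fold change was 3.06 for Sema6d, 3.34 for Col4a3 and -4.18 for Aox3.

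Airway genes went with the AECII sort. Of 38 ciliated cell genes, 23 were lower in AECI over all genes and 27 adjusted over the list alone, with a median log2 fold change of -2.79, and of 24 club and secretory airway genes 10 were lower, or 14 adjusted over the list alone. Scgb3a2, a secretory protein of the airway, stood at 14.77 in WT AECII and 9.27 in WT AECI. The AECII arrays thus held airway transcripts beside those of AECII, in this and each comparison below. Lipid synthesis genes were lower in AECI for 14 of 38 members and higher for 2 (17 and 2 adjusted over the list alone), among them Gpam, an enzyme of glycerolipid synthesis (-2.93), and Acsl4 (-2.32). Of 31 genes of lysosomes and lamellar bodies, the storage organelles of surfactant, 12 were lower and 1 was higher (14 and 3 adjusted over the list alone), with Atp6v1c2 at -3.12 and Rab27a at -3.89. Of 26 genes of the unfolded protein response 5 were lower (8 adjusted over the list alone).

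Targets of YAP/TAZ, the effectors of Hippo signalling, were higher in AECI for 8 of 24 members (15 higher and 1 lower adjusted over the list alone), among them Tgfb2 (3.85), Ajuba (3.80) and Tead1 (2.40). Of 33 genes of basement membrane and adhesion, 12 were higher and 1 was lower (16 and 3 adjusted over the list alone), with Agrn at 3.63 and Itgb6 at 4.65. The sodium channel subunits Scnn1a, Scnn1b and Scnn1g were higher by 2.53, 4.64 and 5.30. Within the FGF pathway Fgfr2 itself was lower in AECI (-1.58, adjusted p = 0.0144), as was the ERK phosphatase gene Dusp4 (-2.71), while the ligand gene Fgf18 was higher (3.70). Etv5, a transcription factor downstream of FGF, was lower in AECI (-1.33, adjusted p = 0.0328). The Fgfr2 call was lost without WT AECII replicate 1 (0.086), WT AECII replicate 2 (0.0823) or WT AECI replicate 2 (0.0673), and with only the 4 WT arrays in the fit (0.0673). The Etv5 call was lost without any 1 of the 4 WT arrays (0.0917 to 0.155) or without either mutant AECII array (0.0626), and with only the 4 WT arrays in the fit (0.0883).

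As sets, 19 of 36 lists passed limma's camera test with a preset correlation between genes of 0.01, led by the AECI markers (adjusted p = 2.54e-30), the AECII markers (1.53e-22), ciliated genes (2.81e-16), club and secretory genes (2.3e-09) and YAP/TAZ targets (1e-07). With a correlation estimated per list none passed (0 of 36). The smallest adjusted p = 0.106 was that of both marker lists, of YAP/TAZ targets, lipid synthesis and lysosome genes. This setting called the AECI markers, shifted by 0.5 (log2) in mutant AECII, in only 1 of 50 simulated sets. The simulated genes were independent, and larger shifts, such as the marker medians of 2.99 and -2.04 here, were not simulated. For shifts near 0.5, the lack of calls with an estimated correlation, here and below, thus cannot tell an unshifted list from a missed one. Fry, which asks only whether a list's genes move one way, called 19. The estimated correlation was 0.274 for AECI markers, 0.245 for AECII markers, 0.263 for cell cycle genes and 0.191 for ciliated genes. It was 0.016 for YAP/TAZ targets and -0.006 for dissociation stress genes. For lists with estimates far above 0.01, camera's p-values with the preset correlation, here and below, are probably too small. The cell cycle list was higher in AECI (median log2 fold change 0.73, adjusted p = 0.00126; adjusted p = 0.483 with an estimated correlation; fry 0.21), with 4 of 47 members higher over all genes and 6 adjusted over the list alone, and so was the basal cell list (median 2.51, adjusted p = 0.00304; adjusted p = 0.225 with an estimated correlation; fry 0.0922), with 2 of 12 members higher by either count. Both list calls were lost without WT AECI replicate 1 (camera adjusted p 0.592 and 0.318), and the basal cell call without the lowest 50% of genes (0.0717). The count of 1722 genes fell to 648 without WT AECII replicate 1, 527 without WT AECII replicate 2 and 1062 without WT AECI replicate 2.

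**Figure D1:**
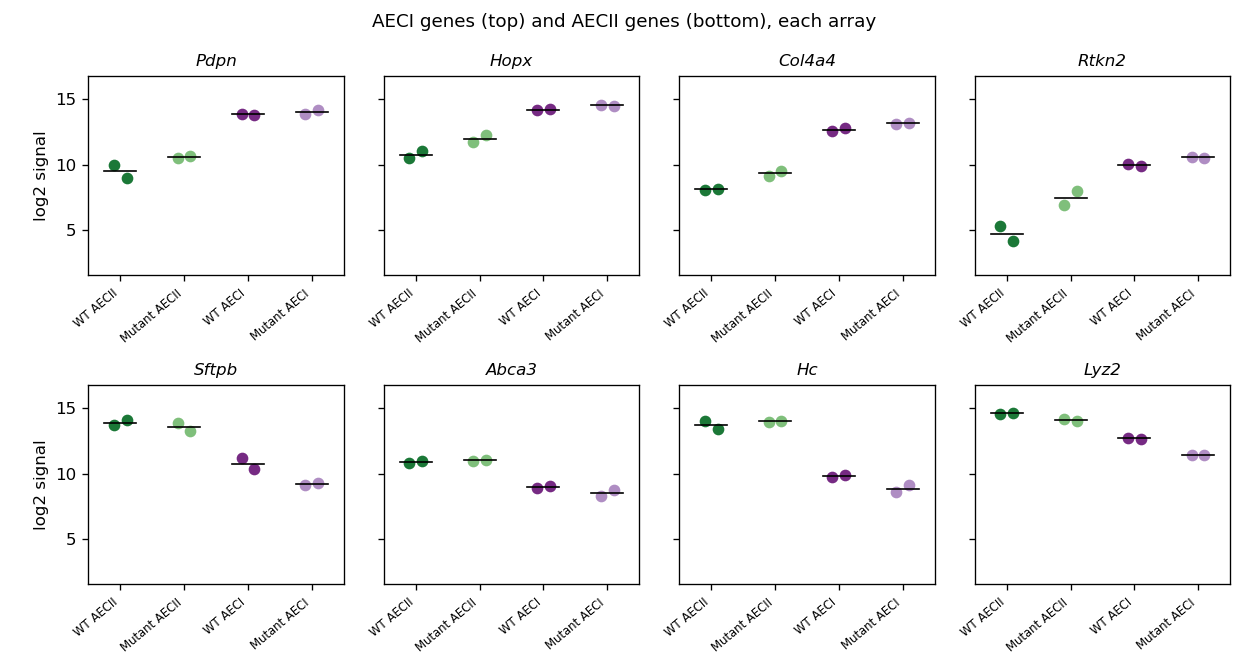
Log2 signal (vertical axis) of 4 genes of AECI (top row) and 4 genes of AECII (bottom row) in each of the 8 arrays, by group. Points are arrays and the line is the mean of the 2 arrays of a group. Pdpn stood at 9.46 in WT AECII and 13.84 in WT AECI, and Sftpb at 13.89 and 10.76.

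The same comparison was made between the mutant populations. AECI genes were again higher and AECII and airway genes lower in AECI, with 1917 genes past limma's threshold, 720 higher and 1197 lower. Median centring of the arrays, which added 0.17 to the log2 fold changes, gave 928 higher and 988 lower. Hc (-5.16 ± 0.32, SE, n = 2), Il33 (-6.26 ± 0.40) and Atp6v1c2 (-4.80 ± 0.28) were lower in AECI, and Scnn1g (4.84 ± 0.31), Col4a3 (4.96 ± 0.34) and Col4a4 (3.83 ± 0.26) were higher; with the mean of all spots Col4a3 was at 2.64.

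Among the largest differences were those of Prkag3 (6.67), Rasgrf2 (5.38), Zbtb8b (5.17), Ablim3 (5.14) and Misp3 (4.97), and of Cfap65 (-7.76), Snhg11 (-7.35), Kndc1 (-6.48) and Tmem178 (-6.41). Of the AECI markers 26 of 33 were higher and 1 was lower (31 and 1 adjusted over the list alone), and of the AECII markers 23 of 28 were lower (27 adjusted over the list alone). Pdpn was higher by 3.49, Hopx by 2.55 and Aqp5 by 3.41, Sftpb was lower with a log2 fold change of -4.41, and Ager (adjusted p = 0.106) did not pass. Sftpc (15.92 and 15.19), Scgb1a1, lower in AECI (15.77 in mutant AECII, 8.64 in mutant AECI), and Ager (15.43 in mutant AECI) were near the top of the scale and are given no fold change. Of 38 ciliated cell genes 24 were lower (26 adjusted over the list alone). Fgfr2 (-2.04), Etv5 (-2.30), Dusp4 (-3.57) and Ccnd1 (-1.89) were lower in AECI, and Fgf18 was higher (3.80). With the mean of all spots the log2 fold change was 3.16 for Prkag3, -2.92 for Snhg11 and -3.02 for Kndc1, and Ager passed (adjusted p = 0.00712; range over alternatives 0.0015 to 0.368). The Ablim3 call was lost without mutant AECII replicate 2 (0.0748), mutant AECI replicate 1 (0.0709) or 2 (0.0675), and the Ccnd1 call without mutant AECII replicate 1 (0.0554), mutant AECII replicate 2 (0.0653) or mutant AECI replicate 1 (0.0546). In all, 509 genes were higher and 800 lower in AECI in both genotypes, against 21 and 50 for independent lists. Both comparisons used the same variance per gene, which can raise the overlap, so the lists are not independent. The log2 fold changes of the 2 genotypes correlated with r = 0.726 across genes, which are not independent replicates. Camera called 15 of 36 lists, and none (0) with an estimated correlation, where the smallest adjusted p = 0.125 was that of both marker lists, of lysosome, lipid synthesis and YAP/TAZ genes; fry called 19. The gene count fell to 794 and 626 without mutant AECII replicate 1 and 2, and to 870 and 1265 without mutant AECI replicate 1 and 2.

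The next comparison asked what differed in AECII when Fgfr2b signalling was inhibited. With limma, 3 genes passed, and all 3 lie on the sex chromosomes. Xist, the RNA that silences an X chromosome in female cells, was lower in mutant AECII (12.57 in WT, 4.35 in mutant, log2 fold change -8.22, 95% CI -9.43 to -7.02, adjusted p = 0.0233). The Y-linked genes Uty (2.78 and 6.89, log2 fold change 4.11) and Gm21996 (3.56), the latter named after its values were seen, were higher. A further Y-linked gene, Eif2s3y, stood at 4.38 in WT and 10.81 in mutant AECII and did not pass (adjusted p = 0.17).

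All 4 WT arrays, of either cell type, had high Xist and low Uty, and all 4 mutant arrays had low Xist and high Uty, so genotype and the expression of these sex-linked genes could not be separated in any comparison of mutant with WT below. An unadjusted p under 0.05 was found for 1084 genes, against 1228 by chance. When genes on X and Y were left out, an alternative chosen after seeing the data, no gene passed limma's test (0, and 1032 at an unadjusted p under 0.05). With a variance prior that follows the mean and is robust to outlying genes, 8 genes passed, and all of them lie on X or Y. The Xist call was lost without WT AECII replicate 1 (0.101) or 2 (0.226), mutant AECII replicate 2 (0.21) or either WT AECI array (0.0954), and the Uty and Gm21996 calls without any 1 of the 8 arrays (0.055 to 0.24) and with only the 4 AECII arrays in the fit (0.201). The Uty call was also lost with the mean of its 3 spots (log2 fold change 1.37, adjusted p = 0.842). Over all alternatives the adjusted p ran from 1.42e-05 to 0.226 for Xist, 0.0126 to 0.842 for Uty and 0.0117 to 0.24 for Gm21996. Without mutant AECII replicate 1 there were 11 calls, 1 of them shared (Xist), without either mutant AECI array 2 (Xist and Was), and without WT AECII replicate 1 there were 3, with 0 shared. There was no limma call (0) without WT AECII replicate 2, mutant AECII replicate 2 or either WT AECI array, where 1074, 773 and 1181 genes had an unadjusted p under 0.05.

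Fgfr2 and the genes downstream of FGF signalling did not pass in AECII. Fgfr2 differed by 0.16 (95% CI -0.45 to 0.77). The labels name the signalling and not the gene as what was inhibited, so this level does not check them. Etv5 differed by 0.34 (95% CI -0.31 to 0.98), Etv4 by -0.51 (95% CI -1.24 to 0.22) and Bmp4 by -0.92 (95% CI -1.55 to -0.28, unadjusted p = 0.0113, adjusted p = 0.998). With the mean of all spots Bmp4 differed by -0.46 and Etv4 by -0.83, and Etv4 by -0.18 without WT AECII replicate 1 and -0.84 without replicate 2, and Etv5 by 0.20 without mutant AECII replicate 2. For Spry2 (0.19), Spry4 (-0.26), Dusp6 (0.04) and Sox9 (-0.18) the sign was not stable: it turned for Dusp6 with quantile normalization (-0.03), for Spry2 (-0.10) and Sox9 (0.05) with the mean of all spots, and for Spry4 without WT AECII replicate 1 (0.18) or mutant AECII replicate 2 (0.20). The list of 24 FGF targets had a median of -0.01 with 12 positive members (camera adjusted p = 0.514), and no member passed (0) over all genes or adjusted over the list alone.

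AECI markers rose as a set in mutant AECII. The median log2 fold change of the 33 markers was 0.63, 32 were positive, and the camera adjusted p = 1.35e-19; with an estimated correlation the adjusted p = 0.247, and with fry 0.0428. The estimated correlation of these markers was 0.274, far above the preset 0.01, so camera's preset p-value is probably too small. None of the markers passed over all genes (0), and 10 were higher adjusted over the list alone. Rtkn2 stood at 4.69 in WT and 7.42 in mutant AECII (difference 2.74, 95% CI 1.59 to 3.88), Col4a4 at 8.10 and 9.32, Hopx at 10.76 and 11.99, and Pdpn at 9.46 and 10.56, each higher in both mutant arrays than in both WT arrays. The difference was 1.46 for Rtkn2 with the mean of its spots, and 0.61 for Pdpn without WT AECII replicate 2. The set kept its camera call without each of the 8 arrays. AECII markers had a median of 0.01 (camera adjusted p = 0.705), with Lyz2 at -0.52, or -0.22 with the mean of its spots.

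Genes induced by tissue dissociation and stress rose as a set in mutant AECII, with all 26 members positive and a median of 0.37 (camera adjusted p = 2.5e-06; adjusted p = 0.150 with an estimated correlation; fry 0.00837). None of them passed as a single gene (0) over all genes or adjusted over the list alone. The growth factor-induced transcription factor gene Egr2 differed by 0.63 and Nr4a1 by 0.47. Several lists called higher in AECI than in AECII in WT were also called higher in mutant AECII by camera with the preset correlation. These were YAP/TAZ targets (WT median 1.48), glucocorticoid targets (0.75), interferon response (0.61), ion and water transport (0.56) and FGF ligands and receptors (0.42). None of these calls held with an estimated correlation. TGF-beta targets (0.79, camera adjusted p = 0.149 in mutant AECII), basement membrane (0.43, 0.0523), cell cycle (0.73, 0.95) and basal cell genes (2.51, 0.868) were not called higher there. YAP/TAZ targets were higher as a set in mutant AECII, with 21 of 24 positive (median 0.36, camera adjusted p = 0.000354; adjusted p = 0.247 with an estimated correlation; fry 0.0398), Tead1 differing by 0.70 and Ccn2 by 0.86 (0.46 without mutant AECII replicate 2), and so were glucocorticoid targets (median 0.31, camera adjusted p = 0.0176; adjusted p = 0.247 with an estimated correlation; fry 0.0226), Cebpd differing by 0.94. Of these lists no member passed (0) by either adjustment. Antigen presentation genes fell as a set (median -0.24, mean -0.57, camera adjusted p = 0.0198; adjusted p = 0.254 with an estimated correlation; fry 0.105), with no member lower over all genes (0) and 2 adjusted over the list alone. H2-Aa, an MHC class II gene, differed by -2.35, its chaperone gene Cd74 by -1.14 and H2-DMa by -1.64. The glucocorticoid call was lost without WT AECII replicate 1 (0.0882) or mutant AECII replicate 2 (0.0644), and the antigen presentation call without WT AECII replicate 1 (0.119) or mutant AECII replicate 1 (0.0962), with the mean of all spots (0.223) and without the lowest 50% of genes (0.123). The leukocyte list, which shares H2-Aa and Cd74 with it, did not pass (median -0.08, camera adjusted p = 0.0586), with 3 members lower adjusted over the list alone and 0 over all genes.

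Camera called 5 lists as higher beside those detailed above: interferon response (median 0.43, adjusted p = 0.0198), p53 and growth arrest (0.27, 0.0198), ion and water transport (0.18, 0.0315), FGF ligands and receptors (0.16, 0.0376) and the sex-linked list (0.51, 0.0404). No member of the first 4 passed (0) by either adjustment, and of the 7 sex-linked genes 1 was higher and 1 lower over all genes, and 2 and 1 adjusted over the list alone. With an estimated correlation their adjusted p was 0.428, 0.317, 0.428, 0.267 and 0.267, and with fry 0.387, 0.245, 0.311, 0.00837 and 0.0398. Each of these 5 calls was lost without mutant AECII replicate 2 (0.232, 0.375, 0.375, 0.0644 and 0.359). Leaving out WT AECII replicate 1 ended those of interferon response (0.085), p53 (0.081), FGF ligands and receptors (0.0882) and the sex-linked list (0.0882), and leaving out WT AECII replicate 2 ended those of p53 (0.0842), ion transport (0.328), FGF ligands and receptors (0.0842) and the sex-linked list (0.0842). The FGF ligand and receptor call was also lost without mutant AECII replicate 1 (0.182) or either WT AECI array (0.0549), and the sex-linked call without either mutant AECI array (0.0685). The interferon call was lost without the lowest 25% (0.0559) or 50% (0.0859) of genes or with the mean of all spots (0.0852). The FGF ligand and receptor call was lost without the lowest 50% (0.108) and with the mean of all spots (0.226). With only the 4 AECII arrays in the fit the calls of ion transport (0.0668), FGF ligands and receptors (0.0778) and the sex-linked list (0.0778) were lost. No list passed with an estimated correlation (0 of 36), and fry called 6.

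**Figure D2:**
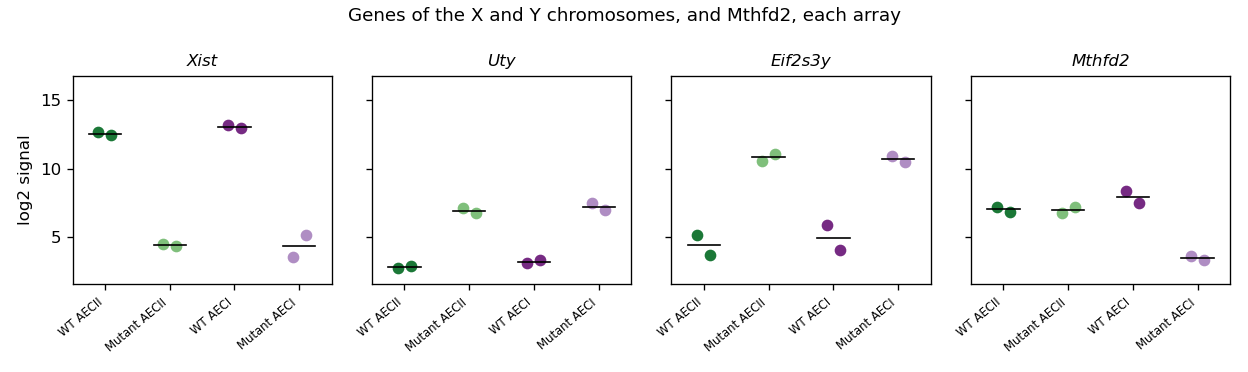
Log2 signal (vertical axis) of Xist, Uty, Eif2s3y and Mthfd2 in each of the 8 arrays, by group. Points are arrays and the line is the mean of the 2 arrays of a group. In all 4 mutant arrays Xist lay below, and Uty above, its level in the 4 WT arrays.

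In AECI, inhibition of Fgfr2b signalling was compared in the same way. With limma, 4 genes passed: Xist (13.07 in WT and 4.32 in mutant AECI, log2 fold change -8.75, 95% CI -9.95 to -7.54, adjusted p = 0.0162), Uty (4.05, 95% CI 3.35 to 4.75), Gm21996 (3.62, named after its values were seen) and Mthfd2. Mthfd2, a mitochondrial enzyme of folate metabolism, was the only call outside X and Y, lower in mutant AECI (7.90 and 3.43, log2 fold change -4.48, 95% CI -5.37 to -3.58, adjusted p = 0.0489). Its mutant signal lay near the 25th percentile of the spots of an array (3.3), so the size of its change is uncertain. Its call was lost with the mean of its 2 spots (log2 fold change -2.66, adjusted p = 0.228), without the lowest 25% of genes (0.0514) and with array weights (0.0643), and over all alternatives its adjusted p ran from 0.00376 to 0.819. The Uty call was lost with the mean of its 3 spots (log2 fold change 1.57, adjusted p = 0.39).

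An unadjusted p under 0.05 was found for 1878 genes, against 1228 by chance, and with genes on X and Y left out no gene passed limma's test (0, and 1788 at an unadjusted p under 0.05). The Xist call was lost without either WT AECII array (0.124), either mutant AECII array (0.105) or WT AECI replicate 1 (0.108). The Uty, Gm21996 and Mthfd2 calls were lost without any 1 array other than WT AECI replicate 2 (0.0907 to 0.234). Without any 1 of the 4 AECII arrays or WT AECI replicate 1 there was no limma call (0, and 1615 to 1783 at an unadjusted p under 0.05), without WT AECI replicate 2 there were 19, all 4 among them, without mutant AECI replicate 1 there were 4, of which 1 was shared, and without mutant AECI replicate 2 there was 1. No gene passed with only the 4 AECI arrays in the fit (0, and 1339 at an unadjusted p under 0.05). With the robust prior that follows the mean, 25 genes passed, 7 higher and 18 lower, among them the AECII genes Lyz2, Dlk1 and Bex2 and the interferon-induced gene Rsad2.

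AECII markers fell as a set in mutant AECI. Their median log2 fold change was -0.73, only 3 of 28 were positive, and the camera adjusted p = 1.25e-11; with an estimated correlation the adjusted p = 0.491, and with fry 0.0371. No marker passed over all genes (0), and 8 were lower adjusted over the list alone. Sftpb stood at 10.76 in WT and 9.18 in mutant AECI (difference -1.58, 95% CI -2.46 to -0.69), Lyz2 at 12.71 and 11.41, Dlk1 at 14.48 and 13.09, Napsa at 12.01 and 10.87 and Il33 at 5.76 and 4.06. The set kept its camera call without each of the 8 arrays. AECI markers were higher as a set (median 0.29, 30 of 33 positive, camera adjusted p = 0.00113, range over alternatives 6.83e-06 to 0.673; adjusted p = 0.673 with an estimated correlation; fry 0.391), with no single call by either adjustment (0), Mal2 differing by 0.66 and Hopx by 0.34 (0.17 with quantile normalization). That call was lost without WT AECI replicate 1 (0.0678) or mutant AECI replicate 2 (0.0941), and with quantile normalization (0.0616).

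The cell cycle and basal cell lists fell as sets in mutant AECI, and both rested on 1 array. Cell cycle genes had a median of -0.83 (camera adjusted p = 7.25e-06; adjusted p = 0.673 with an estimated correlation; fry 0.391) and basal cell genes of -1.53 (camera adjusted p = 0.00679; adjusted p = 0.566 with an estimated correlation; fry 0.427), with no member called by either adjustment (0). The proliferation marker Mki67 stood at 11.28 in WT AECI replicate 1, 9.78 in replicate 2 and 9.37 in both mutant AECI arrays, and Krt15, a basal cell keratin, at 12.88, 8.38, 7.71 and 8.58. Without WT AECI replicate 1 the cell cycle median was -0.25 (0.399) and the basal cell median -0.10 (0.837), and the basal cell call was also lost without mutant AECI replicate 2 (0.089) or the lowest 50% of genes (0.0945). Interferon-induced genes were higher as a set (median 0.46, camera adjusted p = 0.00128; adjusted p = 0.566 with an estimated correlation; fry 0.258), with 2 higher adjusted over the list alone and 0 over all genes; Rsad2 stood at 4.28 in WT and 7.71 in mutant AECI, and differed by 1.76 with the mean of its spots. This call was lost without mutant AECI replicate 1 (0.156), and the median was 0.29 without WT AECI replicate 1. Lysosome genes were lower (median -0.22, camera adjusted p = 0.0163; adjusted p = 0.491 with an estimated correlation; fry 0.0371), with 2 lower adjusted over the list alone; the list shares Abca3, Ctsh, Lamp3, Lyz2, Napsa and Slc34a2 with the AECII markers. Dissociation stress genes were higher (median 0.23, camera adjusted p = 0.0283; adjusted p = 0.491 with an estimated correlation; fry 0.0371), with no single call (0). The lysosome call was lost without WT AECI replicate 1 (0.213), WT AECI replicate 2 (0.0513) or mutant AECI replicate 2 (0.089) and with the mean of all spots (0.105), and its median was -0.12 without WT AECI replicate 1. The stress call was lost without WT AECI replicate 1 (0.213) or 2 (0.0733), mutant AECI replicate 1 (0.0644) or 2 (0.161), with quantile normalization (0.344) and with only the 4 AECI arrays in the fit (0.0542). Camera called 7 lists in all, none (0) with an estimated correlation, and fry called 3.

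FGF targets did not pass as a set in mutant AECI (median -0.22, 7 of 24 positive, camera adjusted p = 0.0788), and did with quantile normalization (0.0299) or the robust prior that follows the mean (0.0379), with a range over all alternatives of 0.0299 to 0.539. Adjusted over the list alone 1 member was lower, and over all genes none (0). The cyclin gene Ccnd1 differed by -1.30 (95% CI -1.94 to -0.66), Dusp4 by -1.08 (95% CI -1.73 to -0.42) and Spred2, an inhibitor of ERK signalling, by -1.82 (95% CI -3.07 to -0.58). With the mean of all spots Dusp4 differed by -0.13, and without mutant AECI replicate 2 Spred2 differed by -0.97 and Etv5 by -0.42. Etv5 differed by -0.64 (95% CI -1.28 to 0.01), Etv4 by -0.30 (-0.16 without WT AECI replicate 1, -0.19 with the mean of its spots), Dusp6 by 0.27 and Fgfr2 by -0.29 (95% CI -0.90 to 0.32). Spry2 differed by -0.02, with the sign turned by median centring (0.09), which added 0.11 to the log2 fold changes of this comparison.

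**Figure D3:**
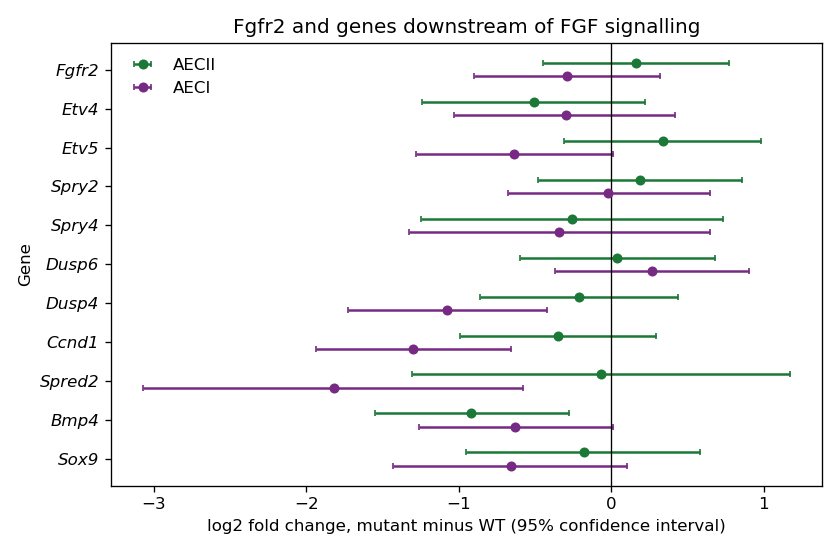
Log2 fold change of mutant minus WT (horizontal axis) for Fgfr2 and 10 genes downstream of FGF signalling (vertical axis), in AECII and in AECI. Points are limma estimates from 2 arrays per group and bars are 95% confidence intervals. None of these genes passed the adjusted threshold in either population.

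The last comparison asked whether inhibition acted differently in AECI and AECII. No gene passed limma's test of the difference (0, smallest adjusted p = 0.999), and 1158 genes had an unadjusted p under 0.05. The genes with the smallest p were Mthfd2 (difference of the effects -4.41 ± 0.53, SE, n = 2 arrays in each of 4 groups), Tbc1d4 (-2.83 ± 0.42), Rbks (2.39 ± 0.35), Nxph3 (2.71 ± 0.44) and Rsad2 (3.71 ± 0.61). With the mean of all spots Mthfd2 was at -2.71, Tbc1d4 at -1.08 and Rsad2 at 2.42. Camera called 4 of 36 lists, all lower in the AECI effect than in the AECII effect: AECII markers (adjusted p = 1.6e-08), AECI markers (0.000146), cell cycle (0.000341) and basal cell genes (0.031). With an estimated correlation each had an adjusted p = 0.615, and fry called none (0). The cell cycle call was lost without WT AECI replicate 1 (0.574) or mutant AECI replicate 1 (0.0663). The basal cell call was lost without WT AECI replicate 1 (0.905), WT AECII replicate 1 (0.104), mutant AECII replicate 1 (0.0944) or 2 (0.0652), mutant AECI replicate 1 (0.0663) or 2 (0.139), or the lowest 50% of genes (0.184). Without WT AECII replicate 1 the gene count was 1 (Catsper1, adjusted p = 0.0164), and with the robust prior that follows the mean it was 0 (smallest adjusted p = 0.166). Across genes, which are not independent replicates, the mutant effects in AECII and AECI, which share no array, correlated with r = 0.161 (Spearman rho = 0.143), and with r = 0.129 without genes on X and Y. The genes called in both populations were 2 higher and 1 lower, against 0.00016 and 8.1e-05 for independent lists, and all of them lie on X or Y. These lists, too, used the same variance per gene and are not independent.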

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

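All tests of the sex chromosomes, of single arrays and of airway genes below were chosen after the result was seen. The share of AECI signal and the stratified epithelium list were set down before their values were seen, but after the AECI marker shift and the high basal keratins that they concern.

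On the log2 scale, camera's test of the difference with the preset correlation called 4 lists as differing in mutant effect between AECI and AECII. These calls do not show that inhibition acted differently, since mutant and WT arrays also differed in sex-linked genes. The median difference on the log2 scale was -0.63 for AECII markers and -0.48 for AECI markers. The other 2 calls, of cell cycle (-0.89) and basal cell genes (-1.53), rested on WT AECI replicate 1: without it the adjusted p was 0.574 and 0.905, and the median effect in AECI went from -0.83 to -0.25 and from -1.53 to -0.10; the first was also lost without mutant AECI replicate 1 (0.0663), and the second without any other array except WT AECII replicate 2 and WT AECI replicate 2 (0.0652 to 0.139) and without the lowest 50% of genes (0.184). None of the 4 calls held with an estimated correlation (adjusted p = 0.615 for each) or with fry (0.198 to 0.584). Among 19011 spots with no gene name, which enter no other comparison, 22 passed limma's test between mutant and WT in AECII and 32 in AECI. Of these 19 passed in both, all 19 were higher in the 4 mutant arrays than in the 4 WT arrays, and their median log2 difference was 4.23 in AECII and 4.62 in AECI; what they measure was not tested.

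Apart from Mthfd2 in AECI (adjusted p = 0.0489), the genes called between mutant and WT by limma's default test lay on the sex chromosomes. In the additive fit of genotype and population over all 8 arrays, 12 genes passed, 3 on X and 9 on Y, or 100%. Of 34 splits of the 8 arrays that could be fitted, 1, the real one, gave as many genes (12, highest other 0). That is the smallest share that 34 splits can give. The splits were run after sex-linked genes had been seen to separate the genotypes, and they treat the 8 arrays as unrelated. They therefore cannot exclude chance. A candidate explanation is that the WT arrays hold RNA of female and the mutant arrays of male embryos. Any effect of inhibition is then confounded with sex in these 8 arrays, and the design gives no way to separate them.

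As sets, by camera with the preset correlation, AECI markers were higher in mutant AECII, and AECII markers lower in mutant AECI. Neither call held with an estimated correlation (camera adjusted p = 0.247 and 0.491), while fry called both (0.0428 and 0.0371). No single marker passed over all genes (0). In 2 of 2 mutant AECII arrays (-1.16 and -0.56) the AECI marker median lay above both WT AECII arrays (-1.47 and -1.84). Replicate 1 lay closer to the nearer WT array than the WT arrays lay to each other. In the 76 genes described next, deviations from the AECII mean had medians of 0.28 and 0.57 in mutant, and -0.28 and -0.45 in WT. A single array thus does not carry the whole rise, but for the markers it was larger in replicate 2. For 76 genes at least 8-fold higher in AECI, chosen without genotype, the rise in mutant AECII amounted to a median of 3.5% of their AECI level (lower quartile 1.7%, upper quartile 5.7%), which is what AECI cells carried into the mutant AECII sort could give; the shares were not equal, with medians of 5.5% for 12 genes of the marker list and 2.8% for 64 others. A shift of AECII themselves towards AECI expression would give such values too and was not tested. For mutant AECI, fewer cells other than AECI, of all kinds, cannot be told apart from a change of AECII genes alone: the median change of 13 airway genes lay 0.39 above that of AECII markers (-0.40 and -0.80), within a range of 1.5 between pairs of arrays, while the ciliated list (median 0.08, 25 of 38 positive, camera adjusted p = 0.276) and Foxj1 (1.92, 1.15 to 2.69 over alternatives) go against fewer cells of all kinds, but 24 of the 38 lay below the median gene in WT AECI (5.77), as did Foxj1 (4.87), where a fall can be hidden.

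Basal keratins and cell cycle genes were high in WT AECI replicate 1 alone. The mesenchyme list had a median of -0.36 in that array, against 0.14 in WT AECI replicate 2 and -0.55 and 0.14 in the mutant AECI arrays, and 4 of its 40 members were highest in that array, against 5 by chance, which argues against dividing fibroblasts as the source. Of 22 stratified epithelium genes, none of them in the basal cell list, 12 were highest there, against 2.8 by chance for 8 arrays, and the median was 0.75 there and at most 0.05 in the other arrays. The most abundant members of this list there, Sfn (13.82, and 12.62 to 14.22 elsewhere) and Fat2 (11.83), were expressed in all arrays. Krt13 (10.01, at most 7.10 elsewhere) and Serpinb5 (9.27, at most 3.68) were high there alone. Some of the 12 led by little, such as Krt4 (5.34, at most 5.22 elsewhere) and Krt36 (4.27, at most 4.18). Krt1 (8.17, up to 8.58 elsewhere) and Krt10 (6.58, up to 7.3) were not highest there. Mrc1, of the leukocyte list, was also high there alone (6.87, at most 3.19 elsewhere), while that list had a median of -0.18 there. Added lists of skeletal muscle and of cartilage and bone had medians of 0.27 and 0.1 there, with 4 and 2 of 15 members highest. The skeletal muscle list, too, had its highest median in that array. That array also held the most genes 4-fold above all other arrays (99 of 24568, against 9 to 74 elsewhere). The chance share given above is thus low for it. Cells of a stratified epithelium in that array may account for the high basal keratins and cell cycle genes, as a hypothesis.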

How the results depend on the processing

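Leaving out genes on X and Y was chosen after seeing the data; all other alternatives here were planned. For mutant against WT in AECII the 3 calls became 1 without the lowest 50% of genes, 8 with the trended and robust prior, 0 with the replicate block and 0 without genes on X and Y, and leaving out 1 array gave 0 to 11. For AECI the 4 calls became 2, 25, 0 and 0 under these alternatives, 0 with only the 4 arrays compared, and 0 to 19 leaving out 1 array. Fewer genes tested or fewer residual degrees of freedom belong to the filter, the block, the 4-array fit and the left-out arrays; for the prior the cause was not tested. For AECI against AECII in WT (1722) the count was 2587 with the trended and robust prior, 822 with 4 arrays, 2659 at an adjusted p under 0.1, 1387 with the replicate block and 527 to 1565 leaving out 1 array. In mutant (1917) it was 2904 with that prior, 1495 with the replicate block and 626 to 1932 leaving out 1 array. The difference of the mutant effects gave 0 genes with limma in each alternative (1113 at an unadjusted p under 0.05 with the replicate block), and 0 to 1 leaving out 1 array. The block also ended the calls of Etv5 (adjusted p = 0.066) and Ager (0.0536) between WT AECI and AECII, and left 1010 genes in AECII and 1759 in AECI at an unadjusted p under 0.05. Deviations of same-numbered arrays correlated between -0.069 and 0.028. These values gave no sign of pairing by replicate number, but cannot show that same-numbered arrays came from different lungs.

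Camera's counts of lists, 10 (AECII), 7 (AECI), 19 (WT), 15 (mutant) and 4 (difference), were 0 in all 5 comparisons with an estimated correlation, and 6 (AECII), 3 (AECI) and 0 (difference) with fry. The estimated correlation called a list shifted by 0.5 (log2) in only 1 of 50 simulated sets of independent genes. Its counts of 0 thus do not show that no list shifted by such an amount. Leaving out 1 array gave 6 to 9 lists in AECII, 2 to 7 in AECI and 2 to 5 for the difference. With the replicate block the counts were 10, 7, 19, 15 and 5. The correlation of the mutant effects (0.161) was 0.192 and 0.287 without the lowest 25% and 50% of genes and 0.119 to 0.149 leaving out 1 array; the cause was not tested.

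Some uncalled values changed sign, and the cause was not tested. In mutant against WT AECII these were Spry2 (-0.10 with the mean of all spots, -0.07 to 0.45 leaving out 1 array), Spry4 (-0.72 to 0.20 leaving out 1 array), Dusp6 (-0.03 with quantile normalization, -0.10 to 0.18 leaving out 1 array), Sox9 (0.05 with the mean of all spots, -0.44 to 0.07 leaving out 1 array) and Foxj1 (0.04 with median centring, -0.40 to 0.40 leaving out 1 array). The FGF target list turned without WT AECII replicate 1 (camera adjusted p 0.174 to 0.954 leaving out 1 array). In AECI they were Spry2 (0.09 with median centring, -0.13 to 0.10 leaving out 1 array) and Scgb1a1 (-1.55 to 0.40 leaving out 1 array), and for the difference Cstf2 (1.81, and -0.06 with the mean of all spots, 1.68 to 1.94 leaving out 1 array). Of the named genes called between AECI and AECII, 40 of 59 in WT and 28 of 32 in mutant kept their calls in all alternatives. No detection limits were used, so what a low signal hides is not known.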

Other observations

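The genes below were chosen after their values were seen, and the fit without separate group means was added then too; Dlk1 is also in the list of AECII markers. Dlk1 and the noncoding RNAs Rian, Mirg and Meg3 lie in one imprinted region; no list of its genes was tested. Each of the 4 had a lower signal in both mutant AECI arrays than in both WT AECI arrays. The log2 fold change was -1.65 for Rian (95% CI -2.35 to -0.95, adjusted p = 0.31), -1.74 for Mirg (95% CI -2.38 to -1.09, adjusted p = 0.283), -1.39 for Dlk1 (adjusted p = 0.337) and -0.52 for Meg3 (adjusted p = 0.672), and none passed limma's default test. With the trended and robust prior Dlk1, Rian and Mirg were among 25 genes called. In AECII the differences were -0.76 for Rian, -0.55 for Mirg and -0.02 for Meg3, and the difference between the populations passed for none of these 3 (adjusted p = 0.999 each). Dlk1 stood near the top of the scale in WT AECII (15.86), so no difference is given there.

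In the additive fit over both populations, the gene outside X and Y with the smallest p was BC049352 (log2 fold change -2.56, adjusted p = 0.144), followed by Cd74, the invariant chain of MHC class II (9.02 in WT and 7.63 in mutant, log2 fold change -1.39, adjusted p = 0.177). Neither passed.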
